# Single cell RNA-seq analysis of the flexor digitorum brevis mouse myofibers

**DOI:** 10.1186/s13395-021-00269-2

**Published:** 2021-05-17

**Authors:** Rohan X. Verma, Suraj Kannan, Brian L. Lin, Katherine M. Fomchenko, Tim O. Nieuwenhuis, Arun H. Patil, Clarisse Lukban, Xiaoping Yang, Karen Fox-Talbot, Matthew N. McCall, Chulan Kwon, David A. Kass, Avi Z. Rosenberg, Marc K. Halushka

**Keywords:** Single cell RNA-sequencing, Skeletal muscle, Twitch, Fiber

## Abstract

**Background:**

Skeletal muscle myofibers can be separated into functionally distinct cell types that differ in gene and protein expression. Current single cell expression data is generally based upon single nucleus RNA, rather than whole myofiber material. We examined if a whole-cell flow sorting approach could be applied to perform single cell RNA-seq (scRNA-seq) in a single muscle type.

**Methods:**

We performed deep, whole cell, scRNA-seq on intact and fragmented skeletal myofibers from the mouse fast-twitch flexor digitorum brevis muscle utilizing a flow-gated method of large cell isolation. We performed deep sequencing of 763 intact and fragmented myofibers.

**Results:**

Quality control metrics across the different gates indicated only 171 of these cells were optimal, with a median read count of 239,252 and an average of 12,098 transcripts per cell. scRNA-seq identified three clusters of myofibers (a slow/fast 2A cluster and two fast 2X clusters). Comparison to a public skeletal nuclear RNA-seq dataset demonstrated a diversity in transcript abundance by method. RISH validated multiple genes across fast and slow twitch skeletal muscle types.

**Conclusion:**

This study introduces and validates a method to isolate intact skeletal muscle myofibers to generate deep expression patterns and expands the known repertoire of fiber-type-specific genes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13395-021-00269-2.

## Background

Skeletal muscle is a voluntary, striated muscle found throughout the body with contraction regulated by nerve impulses through the neuromuscular junction (NMJ). Skeletal muscles consist of different fiber types delineated by the isoform of the myosin heavy chain they express, metabolic function, and other properties [1]. Mouse skeletal muscles are comprised of slow fibers (type 1) and three types of fast fibers: type 2A, type 2B, and type 2X [2–4]. These fiber types are variable across different muscles of the body reflecting different functional needs [2, 4]. Our understanding of all of the genes that vary across these fiber types is limited, although many well-characterized examples such as myosin heavy chains, calcium ATPase pumps, and metabolic proteins are known. Only recently has there been an effort to catalog the entirety of fast-/slow-twitch expression differences by single cell approaches.

The most comprehensive gene expression study was performed in mice using DNA microarrays across ten type 1 and ten type 2B fibers [5]. Single cell RNA-sequencing (scRNA-seq) also has been performed in skeletal muscle and muscle cultures. However, until quite recently, the large size of skeletal myofibers has precluded them from these datasets, which are instead predominately satellite cells and other supporting cell types [6–13]. A recent publication used SMART-Seq to evaluate three fast fiber mouse fibers [14], and several single nucleus RNA-seq (nuc-seq) projects have also added to the literature [15–17]. The totality of these studies strongly suggests there are numerous expression differences between skeletal muscle fiber types and demonstrates a need for new approaches to capture this diversity.

The Kwon lab recently established a protocol for scRNA-seq of large mature cardiac myocytes through large particle fluorescence-activated cell sorting (FACS) [18]. We ascertained if this method could be used to isolate the even larger skeletal muscle myofibers for scRNA-seq, as typically only small cells are captured in traditional scRNA-seq methods [6, 8]. We utilized the flexor digitorum brevis (FDB), a well-characterized fast-twitch fiber muscle of the base of the foot, made up predominately of type 2A (IIa) and type 2X (IIx) fibers [19]. Our goal was to validate this whole cell capture method, compare whole cell single cell data to single nuclear data, and characterize this important model muscle.

## Methods

### Isolation and sequencing of adult skeletal myofibers

All animal studies were approved by the Institutional Animal Care and Use Committee at Johns Hopkins and all methods were performed in accordance with the relevant guidelines and regulations. This study used adult male mice (>3 months) from the C57BL/6J and DBA2 backgrounds (Jackson Labs, Bar Harbor, ME). All mice were first anesthetized in an induction chamber using isoflurane until breathing rate has slowed to 1 Hz and were unresponsive to rear toe pinches. This was followed by cervical dislocation prior to excision of any muscles. To isolate skeletal myofibers, we performed collagenase-based digestion of the flexor digitorum brevis (FDB), a short muscle of the hind feet, as per previously established protocols [20]. We performed intact and fragmented FDB studies. The FDB was transferred to a dish containing DMEM with 1% penicillin/streptomycin, 1% fetal bovine serum, and 2mg/mL Collagenase Type II (Worthington). Muscle was digested for 1.5 h in a 37°C cell incubator with 5% CO_2_. Subsequently, the muscle was transferred to a dish containing media without collagenase and gently triturated to release single myofibers. Large undigested chunks and tendons were removed with tweezers prior to single cell isolation. A COPAS SELECT Flow Pilot Platform (Union Biometrica) was employed, as described below.

These sorted cells were placed individually into 96-well plates. Capture plate wells contained 5 μl of capture solution (1:500 Phusion High-Fidelity Reaction Buffer, New England Biolabs; 1:250 RnaseOUT Ribonuclease Inhibitor, Invitrogen). Single cell libraries were then prepared using the previously described mcSCRB-seq protocol [21, 22]. Briefly, cells were subjected to proteinase K treatment followed by RNA desiccation to reduce the reaction volume. RNA was subsequently reverse transcribed using a custom template-switching primer as well as a barcoded adapter primer. The customized mcSCRB-seq barcode primers contain a unique 6 base pair cell-specific barcode as well as a 10-base pair unique molecular identifier (UMI). Transcribed products were pooled and concentrated, with unincorporated barcode primers subsequently digested using Exonuclease I treatment. cDNA was PCR-amplified using Terra PCR Direct Polymerase (Takara Bio). Final libraries were prepared using 1ng of cDNA per library with the Nextera XT kit (Illumina) using a custom P5 primer as previously described.

### scRNA-seq sequencing and analysis

Pooled libraries were sequenced on two high-output lanes of the Illumina NextSeq500 with a 16-base pair barcode read, 8-base pair i7 index read, and a 66-base pair cDNA read design. To analyze sequencing data, reads were mapped and counted using zUMIs 2.2.3 with default settings and barcodes provided as a list [23]. zUMIs utilizes STAR (2.5.4b) [24] to map reads to an input reference genome and featureCounts through Rsubread (1.28.1) to tabulate counts and UMI tables [24, 25]. Reads were mapped to the mm10 version of the mouse genome. We used GRCm38 from Ensembl concatenated with ERCC spike-in references for the reference genome and gene annotations. Dimensionality reduction and cluster analysis were performed with Seurat (2.3.4) [26].

### Seurat-based analysis

Analysis was performed using the Seurat R toolkit V3.1.1 for this dataset [26]. Initial filtering removed lower quality cells (read count <5000 RNAs detected or >20% mitochondrial genes) before sctransform normalization [27]. We performed principal components analysis (PCA) of the top 3000 variable genes based on the Seurat sctransform algorithm and used the top 4 for downstream analysis. We generated a Seurat workflow that identifies a subset of genes with high cell-to-cell variation within the scRNA-seq data. A Uniform Manifold Approximation and Projection (UMAP) was generated alongside a heat map representing the top genes in clusters as determined by each gene set used for PCA.

### Analysis of a public nuclear RNA-Seq dataset

The snRNA analysis was done in Seurat V3.1.1 taking data available from Dos Santos et al. [28] https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150065. Their data consisted of four sets of matrices, one of which was a mix of tibialis, extensor digitorum longus, gastrocnemius, and plantaris, which we refer to as “mixed muscle” [28]. The other three sets were separate quadriceps, tibialis, and soleus. We retained nuclei from all muscle samples in mixed muscle that contained 200–2500 unique RNAs and had less than 5% mitochondrial genes. Log normalization was performed before finding the top 2000 variable features and scaling through Seurat’s built in functions. These variable features were used to build principal components and the top 10 were used for clustering and UMAP visualization. We then subselected myocyte nuclei using *Ttn* as a positive marker and *Abca8a* and *Plxdc2* as negative markers of fibroadipogenic progenitors. We painted the UMAP of the remaining nuclei using *Myh1*, *Myh2*, *Myh4*, and *Myh7* to identify muscle fiber types. Seurat’s Findallmarkers used a Wilcoxon rank-sum test to identify differentially expressed genes between clusters expressed in at least 50% of each cluster being examined. We then used these genes and myosin heavy chains to assign identities to slow, fast2A, fast 2B, and fast 2X clusters.

Finally, we ran differential gene expression analysis using a *T*-test between the Fast 2X and a combined Slow/Fast2A group, to match the analysis of the prior scRNA-seq data. A logFC threshold of 0.35 filtered out highly abundant genes.

### RISH

Wild-type C57Bl6 mouse skeletal muscles (extensor digitorum longus, gastrocnemius, soleus, diaphragm) and brain were obtained at necropsy under an approved ACUC protocol. Tissues were immediately fixed in formalin and paraffin-embedded blocks were created, from which 5-μm slides were made. Catalog probes for RNA in situ hybridization (RISH) were obtained from RNAscope (ACDBio). These probes were designed to detect the following genes: *Myh2* (pre-mRNA, #539031-C2), *Got2* (#459111), *Fhl1* (#536521), *Ntrk3* (423621-C2), and *Gabbr2* (#317971). Each probe set targeted all validated NCBI refseq transcript variants of the gene. One custom probe, *Eno3*, was designed to target all transcript variants of *Eno3* (GeneBank accession nm_007933.3).

The Multiplex Fluorescent Reagent Kit v2 (ACDBio) was used following the manufacturer’s instructions. Briefly, FFPE tissue slides were baked for 1 h at 60°C. The slides were subsequently deparaffinized with xylene, rinsed with 100% ethanol and air-dried. After application of hydrogen peroxide and washing, slides were treated with the target retrieval reagent in a steamer (>99°C) for 20 min. Then, the tissue was permeabilized using a protease. Hybridization of the probes to the targeted mRNAs was performed by incubation in a 40°C oven for 2 h. After washes, the slides were processed for the standard signal amplification and application of fluorescent dye (Opal dyes 520 and 570, AKOYA Biosciences) steps. Finally, the slides were counterstained with DAPI, mounted with Prolong Gold Antifade Mounting solution (Invitrogen), and stored in a 4°C room. The fluorescent images were obtained in the Johns Hopkins Microscope Core Facility using a Zeiss LSM700 Laser scanning confocal microscope. Images were manually counted for co-expression, counter-expression, and non-expression across muscle fibers in ImageJ [29], and a *χ*^2^ analysis, with Yates correction, was determined in Rstudio (v1.3.1093) and R (v4.0.3).

### Human Protein Atlas

The HPA is a comprehensive repository of IHC-stained tissue microarrays for numerous tissues, including skeletal muscle [30, 31]. We cross-referenced our gene list with the HPA to find examples of concordance and discrepancy to our gene list for variable expression.

### Gene Ontology (GO) validation

GO was performed on the 557 most variable genes between two fast 2X clusters (2X_c1_ and 2X_c2_) using the Gene Ontology resource (http://geneontology.org/) and selecting for the cellular component. Gene lists for terms “actin cytoskeleton,” “mitochondria,” “cell-cycle,” and “transcription regulator activity” were obtained from GO and used to determine the average expression of genes in each category from the single cell RNA-seq and nuc-seq datasets. The log2 normalized expression values of the datasets were normalized to each other.

### Data availability

Mouse skeletal muscle sequencing was deposited at the Sequence Read Archive (SRA – SRP241908) and the Gene Expression Omnibus (GSE143636).

### Code availability

All analysis scripts are available at GitHub (https://github.com/mhalushka/Skeletal_muscle_mosaicism).

## Results

### Validation of a large cell scRNA-seq method

We utilized a large particle FACS (LP-FACS) method testing two different approaches to isolated and dissociated FDB myofibers. In the first approach, we dissected the FDB from tendon to tendon prior to digestion, enabling isolation of fully intact myofibers. In the second approach, we cut small portions of the FDB muscle using scissors. We reasoned that the latter approach would broadly mimic skeletal muscle needle biopsies as might be done, for example, from a human patient sample. We isolated single myofibers through LP-FACS, using a flow channel size of 500 μm. The COPAS SELECT Flow Pilot Platform was employed. Using time-of-flight (TOF, measuring axial length) and optical extinction (EXT, measuring optical density) parameters, we found that skeletal myofibers separated into three populations—an EXT-low population, EXT-high/TOF-low population, and EXT-high/TOF-high population (Fig. 1a). The EXT-high/TOF-high population was comprised almost entirely of intact myofibers with lengths > 400 μm, suggesting successful sorting of large myofibers (Fig. 1b). Interestingly, the EXT-high/TOF-low population was composed of what appeared to be rod-shaped fragments that maintained sarcomeric proteins, albeit disrupted (Fig. 1c). The EXT-low population was comprised mostly of debris and dead cells, as previously observed with cardiac myocytes (Fig. 1d). The EXT-high/TOF-low population qualitatively resembled our pseudo-biopsy isolated myofiber fragments (Fig. 1e), which also shared similar TOF and EXT parameters (not shown). To our knowledge, this is the first FACS-based single cell RNA-seq study of skeletal myofibers; thus, we adopted a broad gating strategy for isolation of single cells. We sorted 700 EXT-high myofibers (comprised of both TOF-high and TOF-low populations) as well as 100 myofiber fragments isolated through the pseudo-biopsy method.

**Fig. 1:**
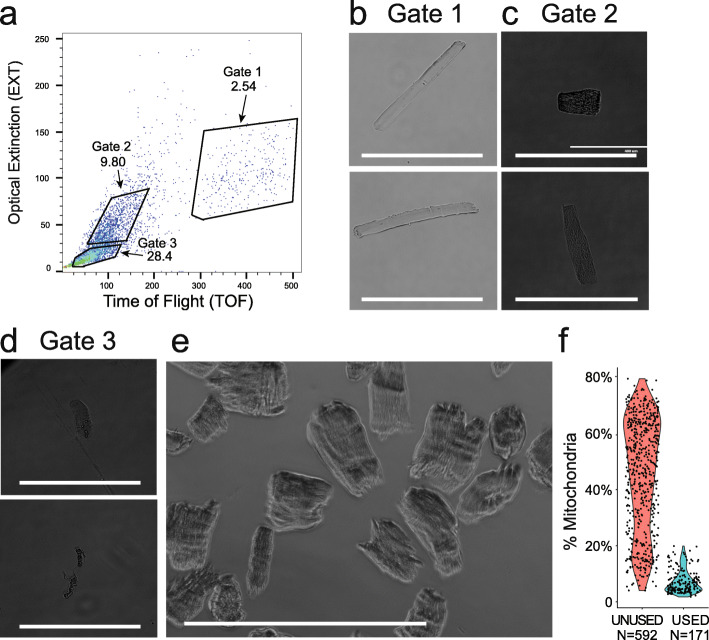
FDB muscle myocyte preparation. **a** Flow cytometry showing three gated areas representing EXT-high/TOF-high, EXT-high/TOF-low and EXT-low populations of FDB myofibers. **b** Representative images of Gate 1 EXT-high/TOF-high. **c** Representative images of Gate 2 EXT-high/TOF-low. **d** Representative images of Gate 3 EXT-low. **e** Representative image of pseudo-biopsy isolated myocyte fragments. Gates 1 and 2 were used for library preparation. White size bar is 400 μm. **f** Percent of mitochondria in unused and used cells

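Single myofibers of the flexor digitorum brevis (FDB), a short fast muscle in the sole of the foot, were taken from 1 mouse, so that all groups of cells below belong to 1 biological sample. Whole myofibers from the sorter and fragments from the pseudo-biopsy were placed into 8 plates, each sequenced on 1 of 2 lanes. In mcSCRB-seq each captured RNA molecule carries a unique molecular identifier (UMI), so that amplified copies of a molecule are counted once. The authors mapped the reads to GRCm38 with added spike-in sequences and counted UMIs per gene with zUMIs. The deposited table holds these raw UMI counts for 35163 genes in 763 cells, of which 670 were whole myofibers and 93 were fragments. From there, the paper's filters of more than 5000 genes detected and less than 20% mitochondrial counts were applied, with the spike-in molecules held apart. Counts were summed over the cells of a group, divided by the group's total and scaled to a common total as CPM, with exact Poisson 95% limits. Ratios of CPM have exact conditional binomial limits and shares of cells have exact Clopper-Pearson limits. All limits cover counting error only, and no p-value was computed across cells, because cells of 1 mouse are not replicates.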

The two gates and pseudo-biopsy approach were used to isolate 763 cells for single cell RNA-seq using the established mcSCRB-seq protocol [21, 22]. 

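The deposited description of the 763 cells gives a median of 100476 reads per cell, with a range from 34 to 10327394. The summed gene counts had a median of 23589 UMIs per cell, with quartiles of 8792 and 71532, and a median of 3411 genes was detected. The 381 cells on lane 1 had a median of 100493 reads and the 382 cells on lane 2 had 100446.5.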

The entire group of 763 cells/cell fragments were sequenced to a median depth of 108,110 reads per cell. 

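Of the 763 cells, 592 did not pass the filters. These cells had a median of 68815 reads, 16032 UMI counts and 2657.5 genes, and a median of 48.0% of their counts came from the 27 mitochondrial genes, with quartiles of 26.5% and 62.6%. Both filters removed 374 cells. The gene minimum alone removed 107, and the mitochondrial maximum alone removed 111, which had a median of 6693 genes and 41.7% mitochondrial counts. The summed counts of all 592 cells held 189544 CPM of mt-Rnr2, the large mitochondrial ribosomal RNA, against 24626 CPM in the cells that passed.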

Preliminary analyses, however, indicated a distinct cluster of cells with a high percentage of mitochondrial reads (Fig. 1f) or otherwise low abundance reads (median 12,187 per cell). 

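Of the 93 fragments, 90 did not pass (96.8%, 95% limits 90.9 to 99.3), and of the 670 whole myofibers 502 did not (74.9%, limits 71.5 to 78.2). The fragments left out comprised 4 with too few genes only, 30 with too many mitochondrial counts only and 56 with both. Their median mitochondrial share was 53.3%, compared with 46.7% in the whole myofibers left out. Median counts were 29739 in the fragments and 14745.5 in the whole myofibers left out. All fragments lay in the last row of each plate, so fragment and plate row are not separable in this comparison. The division of whole myofibers by TOF gate was not analysed here.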

Notably, almost all of our pseudo-biopsy myofiber fragments and many TOF-low cells fell into this category. These quality control metrics likely indicated poor quality or sheared cells with loss of RNA. Thus, we excluded these cells, identified the EXT-high and TOF-high gate as the appropriate gate to obtain high quality myofibers, and narrowed our analysis to the best 171 cells (>5000 genes expressed and <20% mitochondrial genes) remaining with a median read count of 239,572 per cell.

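With these filters 171 cells remained, 22.4% of the total, among them 168 whole myofibers and 3 fragments. They had a median of 239581 UMI counts per cell, ranging from 28827 to 1542996 with quartiles of 109408 and 405328. The median number of reads was 1623947, or 6.7 reads per UMI. Mitochondrial genes made up a median of 5.96% of counts, with quartiles of 4.14% and 8.81%. The alternative that moved the number of cells most was leaving mt-Rnr1 and mt-Rnr2 out of the mitochondrial share, which kept 234 cells. From these metrics the paper holds it likely that the excluded cells were of poor quality or sheared, and it names EXT-high and TOF-high as the appropriate gate.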

### Analysis of the expression patterns of single FDB myofibers

A median of 12,187 transcripts were identified in these myofibers and all had the expression patterns of mature skeletal myofibers, highly expressing a myosin heavy chain isoform.

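The 171 cells had a median of 12240 genes with at least 1 count, ranging from 5193 to 20639. Counts of Myh1, Myh2, Myh4, Myh7 and Myh8 were found in all 171 cells, from 63 to 46442 per cell with a median of 3209, which was a median of 14487 CPM and at least 1599 CPM. Across the 171 cells Myh1 reached 9634 CPM (95% limits 9608 to 9661) and Myh2 4590 CPM (limits 4572 to 4608). Myh8, Myh7 and Myh4 followed at 667, 298 and 267 CPM. In GRCm38, Myh2 (67171027 to 67197517), Myh1 (67200052 to 67224575), Myh4 (67238029 to 67260446) and Myh8 (67277124 to 67308634) lie in a row on the plus strand of chromosome 11, and Myh7 lies on chromosome 14 from 54970684 to 54994626.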

We used the top 4 significant PCs to cluster these cell types (Fig. 2a). Three groups were observed in a UMAP dimensionality reduction plot. 

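The clusters were rebuilt from the 171 cells with sctransform, 3000 variable genes and 4 principal components. The paper's text does not name the clustering resolution. The default of 0.8 gave 4 clusters, and the nearest value giving 3 was 0.7, which was used. The clusters held 73, 46 and 52 cells. By the larger of summed Myh1 and Myh2, the clusters of 73 and 46 cells were named fast 2X-like, cluster 1 being the larger, and the cluster of 52 cells slow/fast 2A-like. The other markers fixed for these names, such as Actn3 and Pvalb for fast 2X and Tnni1 and Myl3 for slow/fast 2A, were highest in the clusters of their name. Of 14 alternatives, which include 5 other random seeds, 10 gave 3 clusters and 4 gave 4. The seeds were run at 0.7, the value picked for giving 3 clusters, so they are weak evidence on the number of clusters. Their match to the main grouping, by the adjusted Rand index in which 1 is identical, was lowest at 0.257 with log-normalized counts in place of sctransform. Of these 5 seeds, 4 gave the identical grouping and 1 gave an index of 0.927.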

Two clusters, containing 69 and 53 cells respectively (71% of all cells) had elevated expression of *Myh1* and *Myh8* identifying these groups as fast 2X type cells. 

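The fast 2X-like clusters together held 119 of 171 cells, or 69.6% (95% limits 62.1 to 76.4). Summed Myh1 was 12928 CPM in cluster 1 and 9000 CPM in cluster 2, against 3190 CPM in the slow/fast 2A-like cluster. Myh8 was 902 and 635 CPM against 184 CPM. As these genes name the clusters, their levels describe the grouping and are not a separate result. By the dominant Myh gene in each cell, 73 of the 73 cells of cluster 1 and 38 of the 46 cells of cluster 2 were Myh1-dominant. The median UMI counts per cell were 255726 in cluster 1 and 280496.5 in cluster 2.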

*MYH8*, while considered a neonatal myosin, maintains low expression in adult skeletal muscle [32, 33]. A third cluster containing 49 cells was defined by high expression of *Tnnt1* and *Myh2.* A deeper analysis of this group showed that 12 cells had high to modestly elevated *Myh7* expression (a slow-twitch marker), indicating this cluster was a combination of slow-fibers cells and fast 2A fibers (Fig. 2b, c). 

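The rebuilt slow/fast 2A-like cluster held 52 cells, or 30.4% (95% limits 23.6 to 37.9), with a median of 165906.5 UMI counts per cell. Tnnt1, on chromosome 7 from 4504570 to 4516382, was summed to 3082 CPM there, against 282 and 558 CPM in fast 2X-like clusters 1 and 2. Myh2 was 8835 CPM against 3824 and 2919 CPM. Of the 52 cells, 45 were Myh2-dominant, 6 Myh1-dominant and 1 Myh7-dominant. Over all 171 cells, Myh7 made up at least 50% of the 5 Myh genes in 2 cells, at 77.3% and 76.1%, and the second of these lay in fast 2X-like cluster 2. The next cells had 43.2% and 24.1%. At least 10% was reached in 8 cells, at least 5% in 15 and at least 1% in 53, so the number of cells with elevated Myh7 follows the threshold chosen.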

Of note, *Myh4*, a myosin heavy chain associated with fiber type 2B, was the dominant myosin in only a single cell that was assigned to this group (Fig. 2b, c) [2]. 

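Myh4 was the largest of the 5 Myh genes in 1 of 171 cells (0.585%, 95% limits 0.0148 to 3.22). In this cell 750 of 1402 Myh counts, or 53.5%, were from Myh4, with 25.0% from Myh1 and 12.2% from Myh2. It had 257020 UMI counts in all, and it fell into fast 2X-like cluster 2 of the rebuilt grouping. The cell with the next highest share had 7.72% Myh4, and the median share was 1.49%. Of the 66-base stretches of the Myh4 transcripts, 6.65% also occur word for word in Myh1 and 5.51% in Myh2, so that some reads could belong to either gene.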

As the FDB is a fast-fiber muscle, the overall distribution of significantly more fast (159) to slow fibers (12) is consistent with expected.

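Classified by the dominant gene among the 5 Myh genes, 117 cells were fast 2X (68.4%, 95% limits 60.9 to 75.3), 51 were fast 2A (29.8%, limits 23.1 to 37.3), 1 was fast 2B and 2 were slow (1.17%, limits 0.142 to 4.16). The fast classes therefore comprised 169 cells. Dropping Myh8 from the sum or adding Myh3 gave the same class sizes for fast 2X, fast 2A and slow. Counting cells with at least 10% Myh7 as slow gave 8 slow cells. In 7 cells the leading Myh genes lay within 10 percentage points of each other.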

**Fig. 2:**
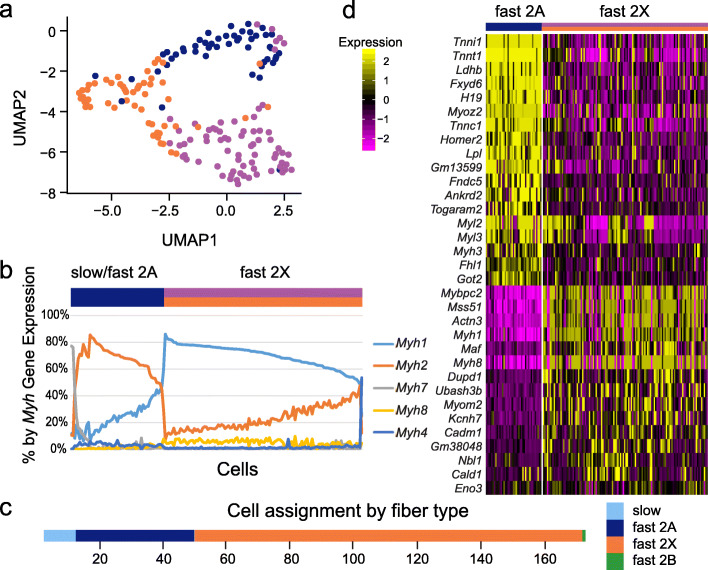
Subtyping of skeletal myofibers. **a** UMAP graph of 171 skeletal muscle cells based on variable gene expression, indicating 3 clusters. **b** Major myosin heavy chain distributions across the 171 cells as a percentage of each heavy chain. **c** Assignment of each cell to a fiber type. **d** Heat map of major gene expression differences between fast 2A and fast 2X cells

Interestingly, the expression patterns of the main fast-/slow-fiber differentiating *Myh* genes was not as dichotomous as noted in protein based fiber type data [34]. Here there were many more cells with intermediate levels and coexpression of *Myh1* and *Myh2* suggesting higher gene plasticity and more cell hybrids (Fig. 2b) [2].

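The dominant Myh gene made up between 45.3% and 86.1% of the 5 Myh genes, with a median of 70.5%. Of Myh1 and Myh2 together, the lesser gene made up 6.74% to 49.5% per cell, with a median of 23.9%. It reached at least 20% in 107 of 171 cells (62.6%, 95% limits 54.9 to 69.8). This share depends on the threshold, with 98.2% of cells at a minimum of 10% and 31.6% at 30%. After thinning each cell to 28827 counts it was 62.0%, and it was 64.8% on lane 1 and 60.2% on lane 2. Cells with both genes had a median of 195037 UMI counts and the others 313372.5. By the Myh2 share of Myh1 and Myh2, 47 cells lay between 10% and 20%, 32 between 20% and 30%, 28 between 30% and 40%, 12 between 40% and 50%, 6 between 50% and 60%, 8 between 60% and 70%, 21 between 70% and 80% and 14 between 80% and 90%. As neighbouring genes with similar sequence, Myh1 and Myh2 share 14.7% of the 66-base stretches of the Myh2 transcripts. From the intermediate cells the paper proposes higher gene plasticity and more cell hybrids.

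**Figure D1:**
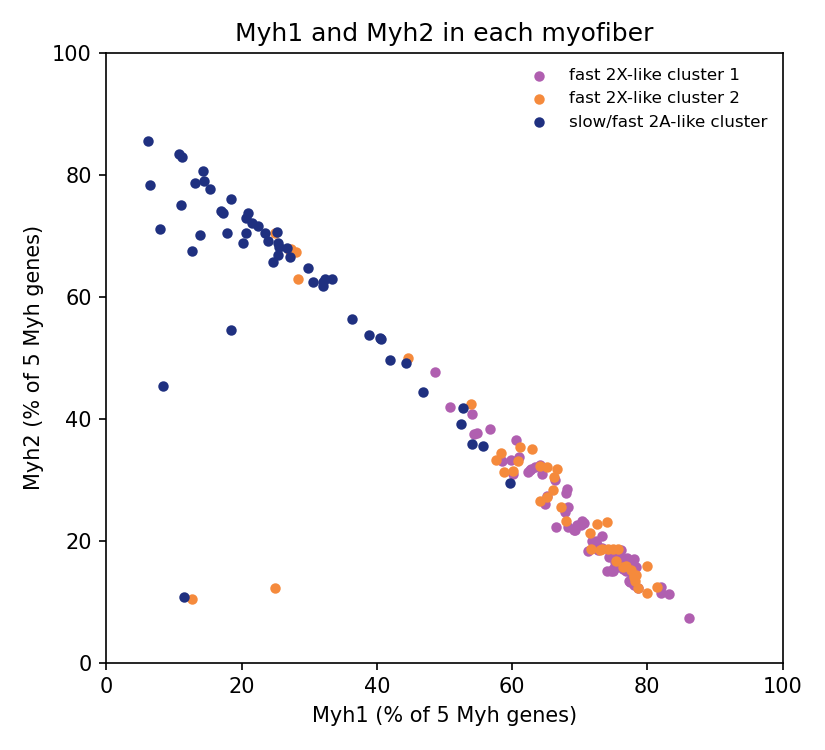
Share of Myh1 (x axis) and Myh2 (y axis) among the counts of the 5 Myh genes, in percent, with 1 point for each of the 171 cells, colored by rebuilt cluster. The points run along the diagonal between a Myh1 end and a Myh2 end, and the cells dominated by Myh7 or Myh4 lie at the lower left.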

### Shared and variable transcripts by cell type

We wondered about the extent to which highly abundant genes were mosaic across these cell fiber states. By normalized read counts of the scRNA-seq data, we determined the 50 most abundant transcripts by the average of each cell type in the two fast 2X clusters and the one fast 2A / slow cluster determined by Seurat (Suppl. Table 1). 

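Over the 171 cells, 51923865 UMI counts were summed. Titin, Ttn, had 58816 CPM (95% limits 58751 to 58882), skeletal actin, Acta1, had 29388 CPM (limits 29341 to 29434) and mt-Rnr2 followed. Together they made up 11.3% of counts, and they were the top 3 genes in each of the 3 rebuilt clusters. Neb with 15144 CPM and Tpm1 with 13247 CPM came next. Ttn lies on chromosome 2 from 76703980 to 76982547, Acta1 on chromosome 8 from 123891769 to 123894751 and mt-Rnr2 on the mitochondrial genome from 1094 to 2675.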

The overall most abundant transcripts were *Ttn*, *Acta1*, and *mt-Rnr2*. There was significant overlap of abundant genes, with only 9 genes being different across the three samples. 

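By mean sctransformed expression in the 3 rebuilt clusters, 42 genes were in all 3 lists of the 50 most abundant genes, and each list held 8 others, with 58 genes in the union. In the paper's Suppl. Table 1, 41 genes are in all 3 lists and each list has 9 others. The rebuilt lists shared 49 genes with the paper's list for the slow/fast 2A cluster and 50 with each fast 2X list. Among the genes outside the shared set were Actn3, Fth1, Pkm and Myoz1 in the lists of both fast 2X-like clusters, and Tnnt1, Csrp3, Mb and Actn2 in the slow/fast 2A-like list. Ranking by summed CPM also left 8 genes in each list outside the shared set. Lists of 30 left 6, and lists of 100 left 14.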

We then explored differences specifically between the two most abundant fiber types, fast 2A and fast 2X. Of 2649 evaluated genes (all expressed in ≥95% of cells of one cluster), 160 genes were differentially expressed across the two groups (*t*-test, adj. *p* value <0.01). This included expected genes such as *Tnni1*, *Tnnt1*, and *Myh1* and less investigated genes such as *Ubash3b* and *Togaram2* (Fig. 2d, Suppl. Table 2).

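The 51 fast 2A cells (11907400 summed counts) were set against the 117 fast 2X cells (39180010 summed counts), grouped by the dominant Myh gene. The number of differentially expressed genes was not recomputed, since a test across cells of 1 mouse has no replicates. Of the 160 genes in Suppl. Table 2, 4 Myh genes define the groups and were left out. Of the other 156, 92 are raised in fast 2A in the paper's table and 64 are lowered, and 156 of 156 had that direction here (95% limits 97.7% to 100%). The raised genes had a median log2 ratio of 0.81 and the lowered genes of -1.32. Among 10000 random lists matched on expression, these medians lay at percentiles 100 and 0. Across the 156 genes, which are not independent replicates, the log ratios had a Pearson correlation of 0.98 with those in the paper's table. The paper chose these genes from the same cells, so the tally is not independent evidence. Of the alternatives, the median over cells changed the tally most, as it gave a ratio for 149 genes, all in the paper's direction.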

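Tnni1 (chromosome 1, 135779434 to 135810989) was 1697 CPM in fast 2A cells and 381 CPM in fast 2X cells, a log2 ratio of 2.15 (95% limits 2.12 to 2.18). The log2 ratio of Tnnt1 was 3.51 (limits 3.48 to 3.55), with 2908 against 254 CPM. Togaram2 (chromosome 17, 71673261 to 71729669) was 29.5 against 6.23 CPM, a log2 ratio of 2.24 (limits 2.00 to 2.48). Ubash3b (chromosome 9, 41011098 to 41161697) was lower in fast 2A cells, with 19.6 against 58.3 CPM and a log2 ratio of -1.57 (limits -1.77 to -1.38). Myh1, which defines the groups, had a log2 ratio of -1.95. The setting that moved Tnnt1 most was the rebuilt clusters in place of the Myh classes, with 2.97. Among the 8649 genes with at least 500 counts, without the 5 Myh genes used for the classes, the highest ratios were those of Tnnt1, Myl2 (3.15) and Myh6 (3.13), and the lowest those of Gm44646 (-3.25), Myom2 (-2.46) and Gm38048 (-2.34). The ratio of Myh6 was smaller with cells near the class boundary left out (2.34), with rebuilt clusters (1.96) and for the median over cells (1.07), and that of Myl2 was 2.13 for the median over cells. Myh6 is a paralog beside Myh7 and Gm44646 overlaps Mybpc2, so their counts may include reads of those genes.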

We validated a subset of these genes (*Eno3*, *Fhl1*, *Got2*, *Myh2*) using RISH and available probes across the extensor digitorum longus (EDL), gastrocnemius, and soleus. *Eno3* is a known fast fiber gene (both 2A and 2X) and was identified in most cells of the fast-twitch EDL and gastrocnemius (Fig. 3a, b). *Fhl1* was identified as being elevated in fast 2A myofibers (Fig. 2d, Suppl. Table 2). 

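Fhl1, on the X chromosome from 56731787 to 56793346, was 4512 CPM (95% limits 4474 to 4550) in fast 2A cells and 2958 CPM (limits 2941 to 2976) in fast 2X cells. The log2 ratio was 0.61 (limits 0.59 to 0.62). It was highest, at 0.72, with TMM factors in place of totals, and it was 0.60 on lane 1 and 0.63 on lane 2.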

In *Fhl1*-positive myofibers, *Eno3* qualitative expression was reduced, but not absent. In the slow-twitch soleus (Fig. 3c), levels of both genes were decreased. Of 693 myofibers reviewed across all of the tissues, most (341, 49%) showed co-expression, with 186 cells being *Eno3*+ only, 92 being *Fhl1*+ only and 74 having no expression. A *χ*^*2*^ analysis demonstrated only a modest enrichment for co-expression (*χ*^2^=4.25, *p* = 0.039). *Fhl1* was then compared to *Myh2*, a known fast 2A gene (Fig. 3d–f). The strong pre-mRNA *Myh2* staining was interpreted as nuclear [15, 16]. The expression of the two genes demonstrated appropriate overlap in the same cells (206 co-expressed, 195 non-expressed, and 30 counter-expressed, *χ*^2^ = 320.9, *p* = 9.3e-72). *Got2*, also identified as elevated in fast 2A fibers, showed appropriate co-expression with *Myh2* across all three tissues (Fig. 3g–i) and by myofiber (81 co-expressed, 69 non-expressed, 22 counter-expressed, *χ*^2^ = 98.1, p = 4.0e−23). These patterns of fast fiber expression are consistent with those identified by scRNA-seq (Fig. 2d).

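In the scRNA-seq counts Got2, on chromosome 8 from 95864134 to 95888547, was 241 CPM in fast 2A cells and 146 CPM in fast 2X cells, a log2 ratio of 0.73 (95% limits 0.66 to 0.79). Eno3, on chromosome 11 from 70657202 to 70662513, was 4115 CPM in fast 2A cells and 4698 CPM in fast 2X cells. Its log2 ratio of -0.19 (limits -0.21 to -0.18) lay between -0.27 on lane 1 and -0.08 with TMM factors. Eno3 is not among the 160 genes of Suppl. Table 2. RISH images were not analysed here.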

**Fig. 3:**
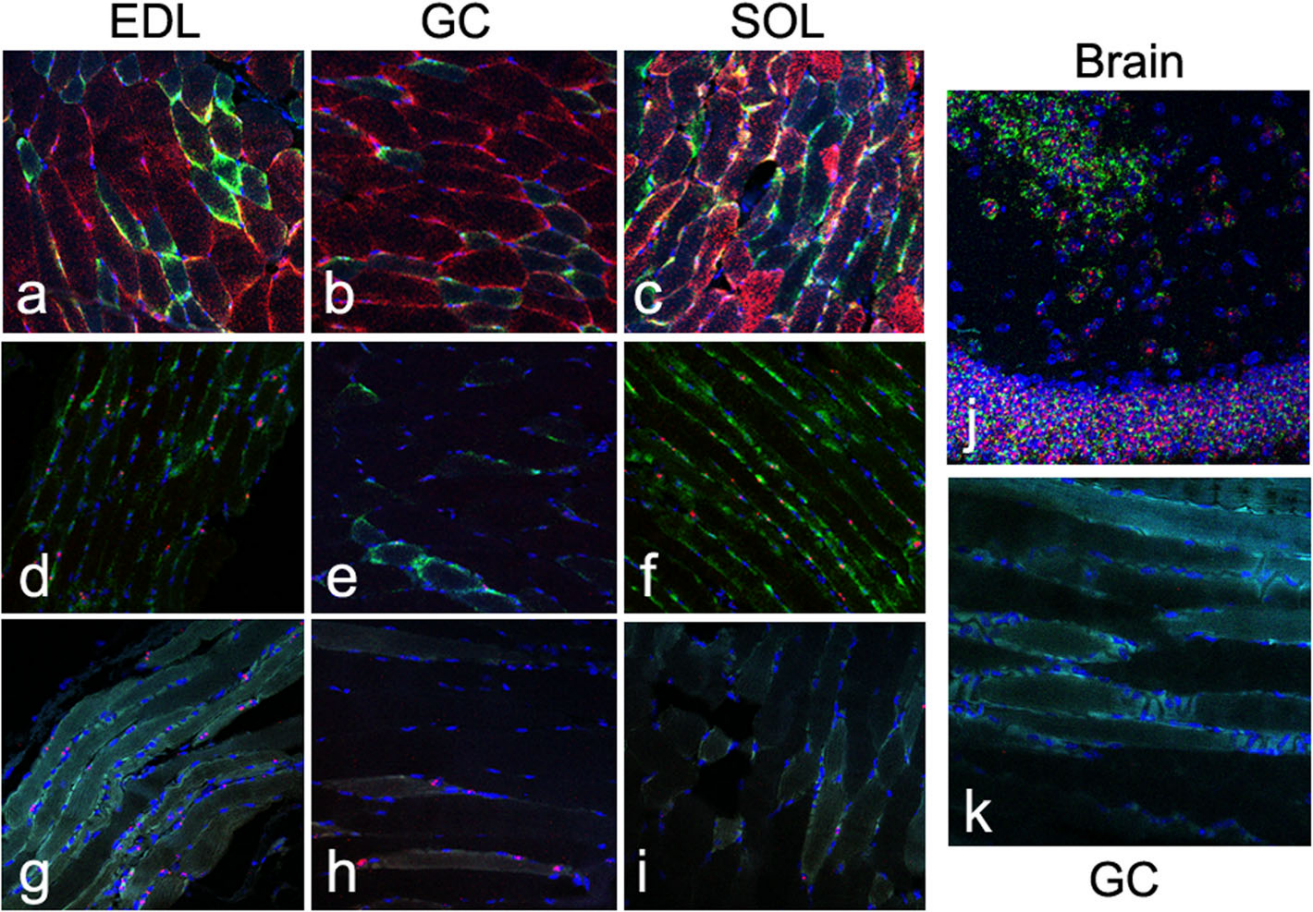
RISH staining of variably expressed genes across extensor digitorum longus (EDL), gastrocnemius (GC), and soleus (SOL). **a**–**c** *Fhl1* (green) and *Eno3* (red) show differing expression patterns across EDL (**a**), GC (**b**), and SOL (**c**). There is reduced *Fhl1* in the fast-twitch GC and increased *Fhl1* in the slow-twitch SOL fiber. **d**–**f** *Fhl1* (green) is coexpressed with *Myh2* (red), which has a perinuclear pattern. Both *Fhl1* and *Myh2* are reduced in GC (**e**) and increased in SOL (**f**). **g**–**i** *Got2* (green) is coexpressed with *Myh2* (red) showing highest expression in the EDL (**g**). **j** Neuronal tissue showing strong staining of *Gabbr2* and *Ntrk3*. **k** *Gabbr2* shows a variable blush across the GC, while no discernable *Ntrk3* was observed in the GC. Nuclei were stained with DAPI (blue) in all images

### Comparison of full cell scRNA-Seq to nuclear RNA-Seq

A recent publication by Dos Santos et al. [16] described nuc-seq of mouse skeletal muscles from a mixed sample of tibialis, gastrocnemius, soleus, plantaris, and extensor digitorum longus (*N*=6 each), along with nuclei from each of quadriceps, tibialis, and soleus, identifying myonuclei based on *Ttn* expression. Whereas we focused on sequencing depth (239,572 median reads/171 cells), Dos Santos et al. went wide, obtaining many more skeletal myofiber nuclei (6962), but only to a median read count of 2785 and 1210 transcripts per nucleus in their mixed muscle sample. We processed this dataset using Seurat and determined, as they reported, the presence of slow, fast 2A, fast2A/2X, fast 2B, and fast 2X nuclei clustering more distinctly by myosin heavy chain status on a UMAP visualization of the data, than our whole scRNA-seq data (Suppl. Fig. 1).

As the whole cell versus nuclear isolation methods were so distinct, we evaluated how those differences affect the presence of abundant genes. Notably, in a comparison of the most highly expressed genes, only 27 were present in the top 100 for both methods. A GO search of the 73 genes that were only abundant in the whole cell scRNA-seq showed these genes were enriched for terms such as “myofibril” and “ATP metabolic process.” This had us wonder if we could observe differences in gene classes based on the nuc-seq vs scRNA-seq methods similar to that described in other cell types [35]. We used normalized expression data between the studies and determined the expression differences between whole cell and nuclear data for the genes representing the GO terms of transcription factors, cell cycle genes, mitochondria, and actin-cytoskeleton. Both transcription factors and cell cycle genes were more abundant in the nuc-seq data (3.9 and 1.9 fold respectively), while actin-cytoskeleton genes were more abundant in scRNA-seq data (1.9 fold). Mitochondrial genes were equivalent for expression across the two methods. However, two of the most abundant scRNA-seq genes overall, the mitochondrial genes *mt-Rnr1* and *mt-Rnr2*, were not present in the nuc-seq data, impacting these results. Also of note, *Malat1*, a known nuclear lncRNA, was the most abundant transcript in the nuc-seq data, consistent with a prior report [35].

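In the 171 whole cells, mt-Rnr1 had 11630 CPM (95% limits 11601 to 11660) and ranked at position 8 among all genes, while mt-Rnr2 ranked at position 3. The genes lie on the mitochondrial genome, mt-Rnr1 from 70 to 1024. The nuc-seq data were not analysed here.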

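In the whole-cell counts Malat1, on chromosome 19 from 5795690 to 5802672, had 2145 CPM (95% limits 2133 to 2158) and ranked at position 47. In the 592 cells left out it had 764 CPM. Ttn, at 21973 against 58816 CPM, and Acta1, at 12001 against 29388 CPM, were lower there too, so the fall is not particular to Malat1. The cells left out had a median of 48.0% mitochondrial counts, which lowers the CPM of other genes.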

We compared a combined slow/fast 2A group against a fast 2X group to again discern differences in myofiber-specific genes by sequencing method. There were 771 differentially expressed genes (*t*-test, adj. *p* value <0.01) in comparison to 152 in the whole cell dataset. 

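For the whole cells, the 53 slow and fast 2A cells were set against the 117 fast 2X cells for the 80 genes of Suppl. Table 3. Without 3 Myh genes that define the groups, 77 of 77 genes had the direction the paper gives for scRNA-seq (95% limits 95.3% to 100%). The 56 raised genes had a median log2 ratio of 0.74 and the 21 lowered genes of -1.13. Across these genes the log ratios had a Pearson correlation of 0.99 with the paper's scRNA-seq values, which were derived from the same cells. With the rebuilt clusters the tally was also 77 of 77. Numbers of differentially expressed genes were not recomputed for either method.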

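In slow and fast 2A cells Crim1 (chromosome 17, 78200248 to 78376592) was 54.0 CPM, against 113 CPM in fast 2X cells, a log2 ratio of -1.07 (95% limits -1.19 to -0.95). Kcnc1 (chromosome 7, 46396497 to 46438704) was 258 against 171 CPM, a log2 ratio of 0.59 (limits 0.53 to 0.65). Myh4, which enters the definition of the groups, was 445 against 192 CPM, a log2 ratio of 1.21 (limits 1.16 to 1.26). On the natural log scale of Suppl. Table 3 the ratios were -0.74, 0.41 and 0.84. The paper's scRNA-seq values are -0.621 for Crim1, 0.418 for Kcnc1 and 0.657 for Myh4, and its nuc-seq values are 0.841, -0.554 and -1.23.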

Only 80 differentially expressed genes overlapped between the two datasets and of these, three were significant in opposite fold directions (*Crim1*, *Myh4*, *Kcnc1*) (Suppl. Table 3). Altogether, these data indicate the ability to discern cell myofiber types, by either nuc-seq or scRNA-seq, despite differences in the specific genes that discriminate across the slow/fast 2A and fast 2X cells and the relative expression levels of genes, by the two methods of RNA-seq.

### Is there a meaningful difference between fast 2X subclusters?

The initial Seurat analysis subsetted the fast 2X cluster into two groups. We explored if these two fast 2X clusters (cluster 1 - 2X_c1_; cluster 2 – 2X_c2_) represent unique cell types, cell states, or some technical division. Of 5260 genes compared, 557 genes were differentially expressed (*t* test; adj. *p* value <0.01). A GO analysis on the 557 genes identified an enrichment of the cellular component “neuronal synapse,” suggesting variability at the NMJ. A further review of the top significant genes showed that >20 genes appear to have neuronal origins (*Cdh4*, *Cdkl5*, *Cntn4*, *Dscam*, *Gabbr2*, *Kirrel3*, *Lingo2*, *Lrp1*, *L1cam*, *Nrcam*, *Ntn1*, *Ntrk3*, *Ptprt*, *Ptpro*, *Robo2*, *Sdk1*, *Sema5a*, *Sema6d*, *Shank2*, *Sox5*, *Tnr*, and *Wwox*). 

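The 22 genes were compared between the 46 cells of the rebuilt cluster 2 (16480014 summed counts) and the 73 cells of cluster 1 (24529052 summed counts). All 22 were higher in cluster 2, with log2 ratios from 0.61 for Tnr to 2.08 for Ntn1 and a median of 1.41 (95% limits from counting error 1.30 to 1.49). Ntn1 was 39.3 against 9.30 CPM, Gabbr2 27.5 against 8.40 CPM and Ntrk3 32.1 against 13.9 CPM. The paper picked the 22 genes for this difference in the same cells, so a higher ratio than in random lists is no independent evidence. In 10000 random lists of 22 genes matched on expression the median was 0.21, and the central 95% of lists ended at 0.43. The genes are long, with a median of 488465 bases against 34786.5 for other genes. Lists matched on expression and length had a median of 0.91, and the central 95% ended at 1.13. TMM factors shift all ratios by 0.40 and gave a median of 1.00, and the mean over cells gave 1.82. The cells were grouped by their own expression, so the difference is partly built in. With clusters made without these genes, Pecam1, Smtn, Ttn, mt-Rnr1 and mt-Rnr2 the median was 1.34. That cluster 2 held 48 cells, of which 45 were shared with the main one, so this value does not remove the circularity.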

We attempted to exclude technical reasons for this variability before investigating a biological rationale for the division.

First, we noted that the vast majority of the neuronal genes (20/22) were present in at least 120 of the 171 cells (Suppl Fig. 2).We surmised that some degree of ambient RNA was present [36]. 

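With at least 1 count as detection, 20 of the 22 genes were present in at least 120 of the 171 cells, and Wwox, the most widely found, was present in 170. Together the 22 genes made up 0.0629% of all counts, with a median of 19.3 CPM per gene. Detection followed depth. After thinning each cell to 28827 counts, 1 gene was present in at least 120 cells. Requiring at least 2 counts left 10 genes. After noting the wide detection, the paper surmises that some ambient RNA was present.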

We then performed RISH for two of these genes, *Gabbr2* and *Ntrk3*, showing robust neuronal staining (Fig. 3j) and some *Gabbr2*, but no *Ntrk3* in myofibers (Fig. 3k). 

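Pecam1, an endothelial marker on chromosome 11 from 106654217 to 106750628, was 40.8 CPM (95% limits 37.8 to 44.0) in the rebuilt cluster 2 and 15.2 CPM (limits 13.7 to 16.9) in cluster 1, a log2 ratio of 1.42 (limits 1.24 to 1.61). Smtn, a smooth muscle marker on chromosome 11 from 3517523 to 3540612, was 94.2 CPM (limits 89.5 to 99.0) in cluster 2 and 93.2 CPM (limits 89.4 to 97.1) in cluster 1. Its log2 ratio of 0.02 (limits -0.08 to 0.11) was not separable from 0 at this depth. With TMM factors the log2 ratios were 1.02 for Pecam1 and -0.39 for Smtn. For Pecam1 the mean over cells gave 2.34, and within the 6 plates the ratio lay between 0.41 on plate 707, the value farthest from the main one, and 1.55 on plate 705.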

We further noted *Pecam1* and *Smtn*, as markers of endothelial cells and smooth muscle cells respectively, showed comparable increases in these genes among the fast 2X_c2_ cells. These data indicated that despite extremely low expression, ambient genes, in general, have slightly elevated values in fast 2X_c2_ cells, perhaps consistent with more genes being detected in these cells. 

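A median of 14486 genes was detected per cell in the rebuilt cluster 2 and 12073 in cluster 1, a difference of 2413, at median depths of 280496.5 and 255726 counts. When each cell was thinned to 28827 counts, the medians were 6424 and 5538, a difference of 886. Cluster 2 had the higher median in 10 of 10 repeats of the thinning. Of the 6 plates with at least 3 cells of each cluster, 5 had more genes in cluster 2, and plate 706 had 2939 fewer. On plate 706 cluster 2 had a median of 65308 counts and cluster 1 of 255726. After thinning, cluster 2 had more genes on each of the 6 plates, from 553 on plate 706 to 1464 on plate 705.

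**Figure D2:**
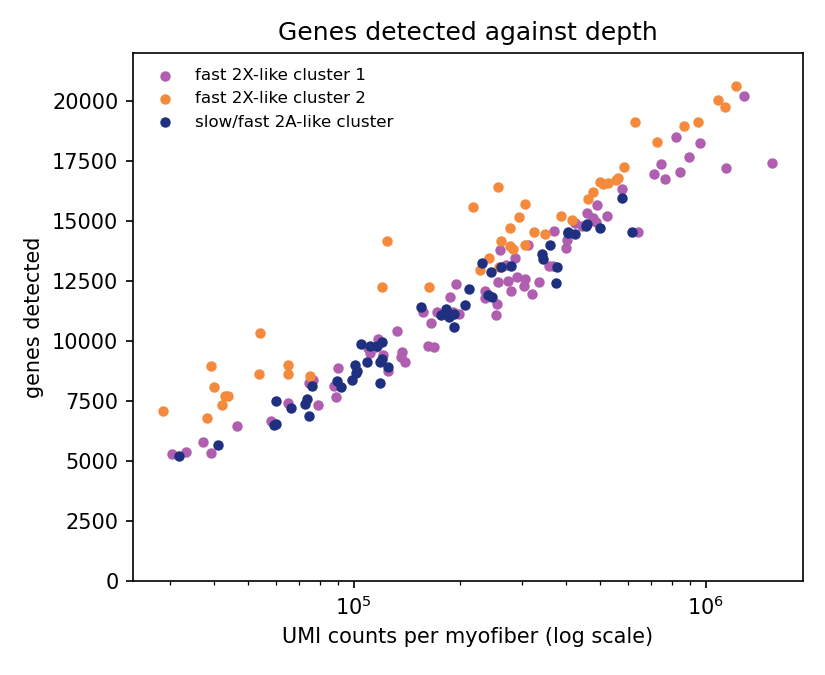
Genes detected per cell (y axis) against UMI counts per cell (x axis, log scale), with 1 point for each of the 171 cells, colored by rebuilt cluster. Most cells of fast 2X-like cluster 2 lie above the cells of the other clusters at like depth.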

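In the rebuilt cluster 2, Ttn was 52341 CPM against 60477 CPM in cluster 1, a log2 ratio of -0.21 (95% limits -0.21 to -0.20). The log2 ratio of mt-Rnr1 was -0.45 (limits -0.46 to -0.44), with 8341 against 11364 CPM. For mt-Rnr2 it was -0.30 (limits -0.31 to -0.30), with 19622 against 24241 CPM. These limits do not include differences between plates. Ttn was not lower in cluster 2 on plates 707 (0.04) and 709 (0.06), and neither mitochondrial gene was lower on plates 706 and 707.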

We further note that three of the most abundant genes, *Ttn*, *mt-Rnr1*, and *mt-Rnr2* are conversely lower in fast 2X_c2_ cells (Suppl Fig. 2). We take the summation of this data to indicate that the separation of fast 2X_c1_ and 2X_c2_ is a technical artifact related to the sequencing and not a true biological distinction.

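The deposited description gives the library plate of each cell. Cells of the rebuilt cluster 2 were spread unevenly, with 13 on plate 710, 9 on each of plates 706 and 709, 8 on plate 707, 3 on each of plates 705 and 712, 1 on plate 711 and 0 on plate 708. Cluster 1 had 16 cells on plate 708, 14 on plate 712, 13 on plate 706, 11 on plate 711, 8 on plate 707, 4 on each of plates 705 and 709 and 3 on plate 710. Within the 6 plates with at least 3 cells of each cluster, the median log2 ratio of the 22 neuronal genes was above 0 on each, from 0.62 to 1.60. Cluster 2 did not have more mitochondrial counts, with a median of 4.79% against 5.24% in cluster 1, and median reads were 1926931.5 against 1826624. From low-level ambient genes that are raised together, the greater number of genes detected and the lower abundant genes, the paper concludes that the division is a technical artifact.

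**Figure D3:**
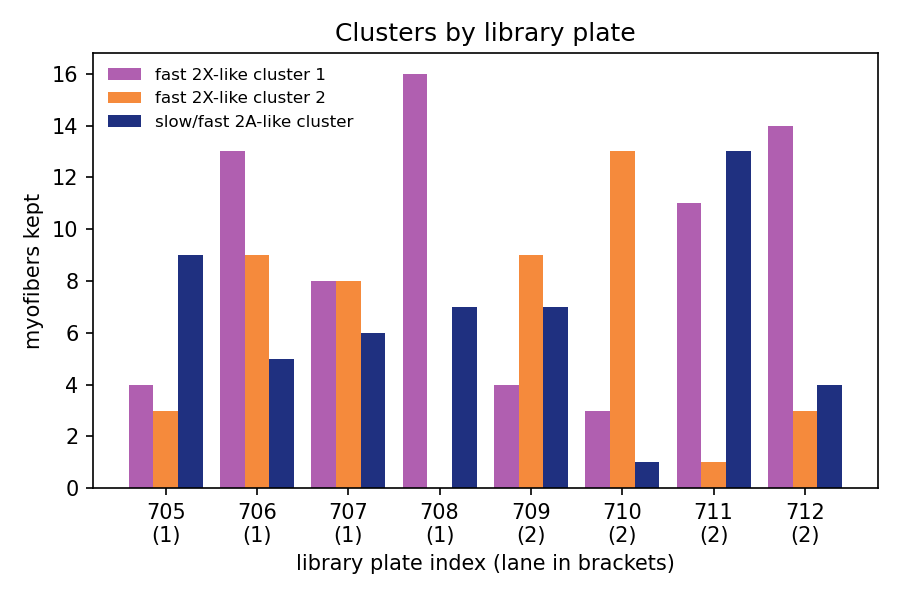
Number of cells kept (y axis) on each of the 8 library plates (x axis), with 1 bar for each rebuilt cluster. Plates 709 and 710 have more cells of fast 2X-like cluster 2 than of cluster 1, and plate 708 has 0 of cluster 2.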

## Discussion

Our study represents the first use of LP-FACS to isolate single myofibers for scRNA-seq. This study was designed to prove feasibility of the method and did not attempt to discern fiber type expression across a range of muscle bundles or types, which will be the basis of future studies. Skeletal myofibers are often long, stretching across the length of a muscle; thus, isolation techniques (particularly from human samples) may rely on the use of biopsies or otherwise fragmented myofibers. To test the effect of myofiber fragmentation on scRNA-seq data quality, we used a liberal gating strategy of our dissociated myofibers (including both EXT-high/TOF-low and EXT-high/TOF-high populations) as well as directly sequencing fragmented myofibers generated through a pseudo-biopsy approach. Disappointingly, we found that a large portion of our sequenced myofibers were of poor quality, including those from our pseudo-biopsy approach. By contrast, the highest quality data came from fully intact myofibers, in particular the EXT-high/TOF-high population. Because this population is almost completely enriched for intact myofibers, we believe that future experiments using LP-FACS to isolate skeletal myofibers should focus solely on the EXT-high/TOF-high population. We are confident that this will allow for a much higher percentage of good quality scRNA-seq libraries, akin to what we have observed previously with LP-FACS isolation of cardiac myocytes [18]. These results also mean that more work must be done to identify better isolation methods for human skeletal muscle. Current methods of human skeletal muscle biopsying from the quadriceps only obtain muscle fragments. Although different collection reagents for these biopsies (high potassium and EGTA), which are used to prevent contractions, are used, it remains to be determined if preventing contractions is sufficient to reduce RNA loss as cellular integrity is always lost [37]. If not, more creative means to obtain full length fibers or non-damaged fibers must be considered, including rapid autopsy protocols or larger surgical resections that include skeletal muscles. Otherwise, human muscle data will have to be obtained from nuclei material, which we noted had different, albeit complimentary, expression characteristics.

The recent availability of public nuc-seq skeletal myofiber data allowed us to compare these two techniques. As has been reported, we found significant differences in the gene composition of these cells that was dependent on the sequencing approach [38, 39]. *Myh* gene expression was more distinct in the nuc-seq data. This could be related to technical differences such as a sparser data matrix of nuc-seq with more binary patterns. More interestingly, it could be a biological finding if dynamic transcriptional activity is more distinct in nuc-seq data. The nuc-seq was enriched for transcription factors and cell cycle RNAs, while the whole cell scRNA-seq was biased towards other RNA types including significant expression of the mitochondrial RNAs *mt-Rnr1* and *mt-Rnr2* even after controlling for the percent of mitochondrial RNA. Also, the genes that were variable between the slow/fast 2A and fast 2X populations, across the methods, were frequently inconsistent. Nonetheless, both methods successfully separated myofibers by fast/slow type. It will take additional orthogonal approaches such as proteomics to definitively solve this question of which genes/proteins have variable expression between myofiber types and at what expression levels.

Characterization of the FDB identified essentially two clusters, a fast 2X cluster and a fast 2A/slow fiber cluster. If more slow fibers were sequenced, that second group would have likely separated further. We were able to use RISH to validate some of the genes that had expression differences between the fast 2X and 2A cells. Although our analysis using Seurat subdivided the fast 2X cluster, we believe the simplest explanation of this splitting is a technical cause related to slight differences in very low levels of ambient RNA. A more interesting explanation is variable neuronal transfer of mRNAs across the NMJ into the skeletal muscles via extracellular vesicles [40, 41]. This would imply a real state-difference in these cells, but again is considered unlikely. We feel this exercise in considering technical causes of Seurat-derived cell types is a useful reminder to groups working in the field of defining novel cell types to consider more mundane reasons for some divisions.

In conclusion, we introduce a method of whole skeletal muscle cell isolation for scRNA-seq experimentation. This FDB data is some of the first whole, single cell skeletal myofiber data mainly identifying expression patterns in fast 2A and fast 2X myofibers. Future studies can investigate a variety of muscle beds incorporating more slow or fast 2B cells by this approach.

## Supplementary Information

**Additional file 1 Supplementary Table 1.** sctransformed mean expression values of the 50 most abundant genes by skeletal muscle fiber type.

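The values in this table are means over cells of sctransformed counts on a natural log scale, per cluster, so that a gene's value reflects its level after the depth of each cell is modelled out. In the rebuilt clusters, the mean of Ttn on this scale was 9.51 in the slow/fast 2A-like cluster, 9.46 in fast 2X-like cluster 1 and 9.13 in cluster 2. Over the genes found in both sets of lists, the largest difference from the paper's values was 0.0936, 0.134 and 0.159 in these clusters.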

**Additional file 2 Supplementary Table 2.** Comparison of fast2A and fast2X differential expression.

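The average log fold changes in this table are natural logs of fast 2A over fast 2X. On that scale the 92 raised genes, without the Myh genes that define the groups, had a median of 0.56 in the summed counts and of 0.54 in the paper's table, and the 64 lowered genes had -0.92 in the summed counts and -0.70 in the paper's table.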

**Additional file 3 Supplementary Table 3**. 

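On the natural log scale used there, the 56 raised genes outside the Myh family had a median scRNA-seq ratio of 0.52 in the summed counts and 0.50 in the paper's table, and the 21 lowered genes had -0.78 and -0.62. The table pairs each scRNA-seq value with a nuc-seq value, which was not recomputed.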

Significantly variable genes between fast2A/slow genes and fast2X genes in both the whole cell scRNA-seq and nuc-seq datasets. Average log fold change and adjusted p. value is provided for both scRNA-seq and nuc-seq samples.

**Additional file 4 Supplementary Figure 1.** Myofiber nuclei analysis. **a** A UMAP of all myofiber nuclei with fiber type noted. **b** Myosin heavy chain expression used to assign the myofiber types. **c** Myosin heavy chain expression and number of nuclei by fiber type demonstrating overlapping expression of *Myh* genes in some fiber types. **Supplementary Figure 2.** Comparison of the Fast 2X_c1_ and Fast 2X_c2_ subsets. **a** Twenty-two neuronal or NMJ-related genes are detected in most cells, but enriched in Fast 2X_c2_ (middle left) cells. **b** Three neural genes (*Cdh4*, *Kirrel3*, *Ntn1*), an endothelial specific gene (*Pecam1*) and a smooth muscle cell gene (*Smtn*) are all increased in Fast 2X_c2_ subsets suggesting overall increase of ambient RNA in these cells. **c** Total gene counts are elevated in Fast2X_c2_ subsets despite no increase in total reads or % mitochondria. **d** Typically abundant genes, *Ttn*, *mt-Rnr1*, and *mt-Rnr2* are all of lower expression in Fast 2X_c2_ cells.

## Data Availability

The dataset supporting the conclusions of this article is available in the Sequence Read Archive repository (SRP241908, https://www.ncbi.nlm.nih.gov/sra/?term=SRP241908) and the Gene Expression Omnibus (GSE143636, https://www.ncbi.nlm.nih.gov/gds/?term=GSE143636). The analysis scripts supporting the conclusions of this article are available at the GitHub repository, (https://github.com/mhalushka/Skeletal_muscle_mosaicism).

## Abbreviations

scRNA-seq: Single cell RNA-seq
NMJ: Neuromuscular junction
FACS: Fluorescence-activated cell sorting
FDB: Flexor digitorum brevis
TOF: Time-of-flight
EXT: Optical extinction
UMI: Unique molecular identifier
PC: Principal components
PCA: Principal components analysis
UMAP: Uniform Manifold Approximation and Projection
GO: Gene Ontology
LP-FACS: Large particle FACS
HPA: Human Protein Atlas

# Supplementary material for: Single cell RNA-seq analysis of the flexor digitorum brevis mouse myofibers
**Source:** Skelet Muscle. 2021 May 17;11:13. doi: 10.1186/s13395-021-00269-2
**Supplement:** Supplementary file 4 — Additional file 4 Supplementary Figure 1. Myofiber nuclei analysis. a A UMAP of all myofiber nuclei with fiber type noted. b Myosin heavy chain expression used to assign the myofiber types. c Myosin heavy chain expression and number of nuclei by fiber type demonstrating overlapping expression of Myh genes in some fiber types. Supplementary Figure 2. Comparison of the Fast 2Xc1 and Fast 2Xc2 subsets. a Twenty-two neuronal or NMJ-related genes are detected in most cells, but enriched in Fast 2Xc2 (middle left) cells. b Three neural genes (Cdh4, Kirrel3, Ntn1), an endothelial specific gene (Pecam1) and a smooth muscle cell gene (Smtn) are all increased in Fast 2Xc2 subsets suggesting overall increase of ambient RNA in these cells. c Total gene counts are elevated in Fast2Xc2 subsets despite no increase in total reads or % mitochondria. d Typically abundant genes, Ttn, mt-Rnr1, and mt-Rnr2 are all of lower expression in Fast 2Xc2 cells.

## **Single cell RNA-seq analysis of the flexor digitorum brevis mouse myofibers**

Rohan X. Verma<sup>1</sup>, Suraj Kannan<sup>2</sup>, Brian L. Lin<sup>2</sup>, Katherine M. Fomchenko<sup>1</sup>, Tim O.

Nieuwenhuis<sup>1</sup>, Arun H. Patil<sup>1</sup>, Clarisse Lukban<sup>2</sup>, Xiaoping Yang<sup>1</sup>, Karen Fox-Talbot<sup>1</sup>, Matthew

N. McCall<sup>3</sup>, Chulan Kwon<sup>2</sup>, David A. Kass<sup>2</sup>, Avi Z. Rosenberg<sup>1</sup>, and Marc K. Halushka<sup>1\*</sup>

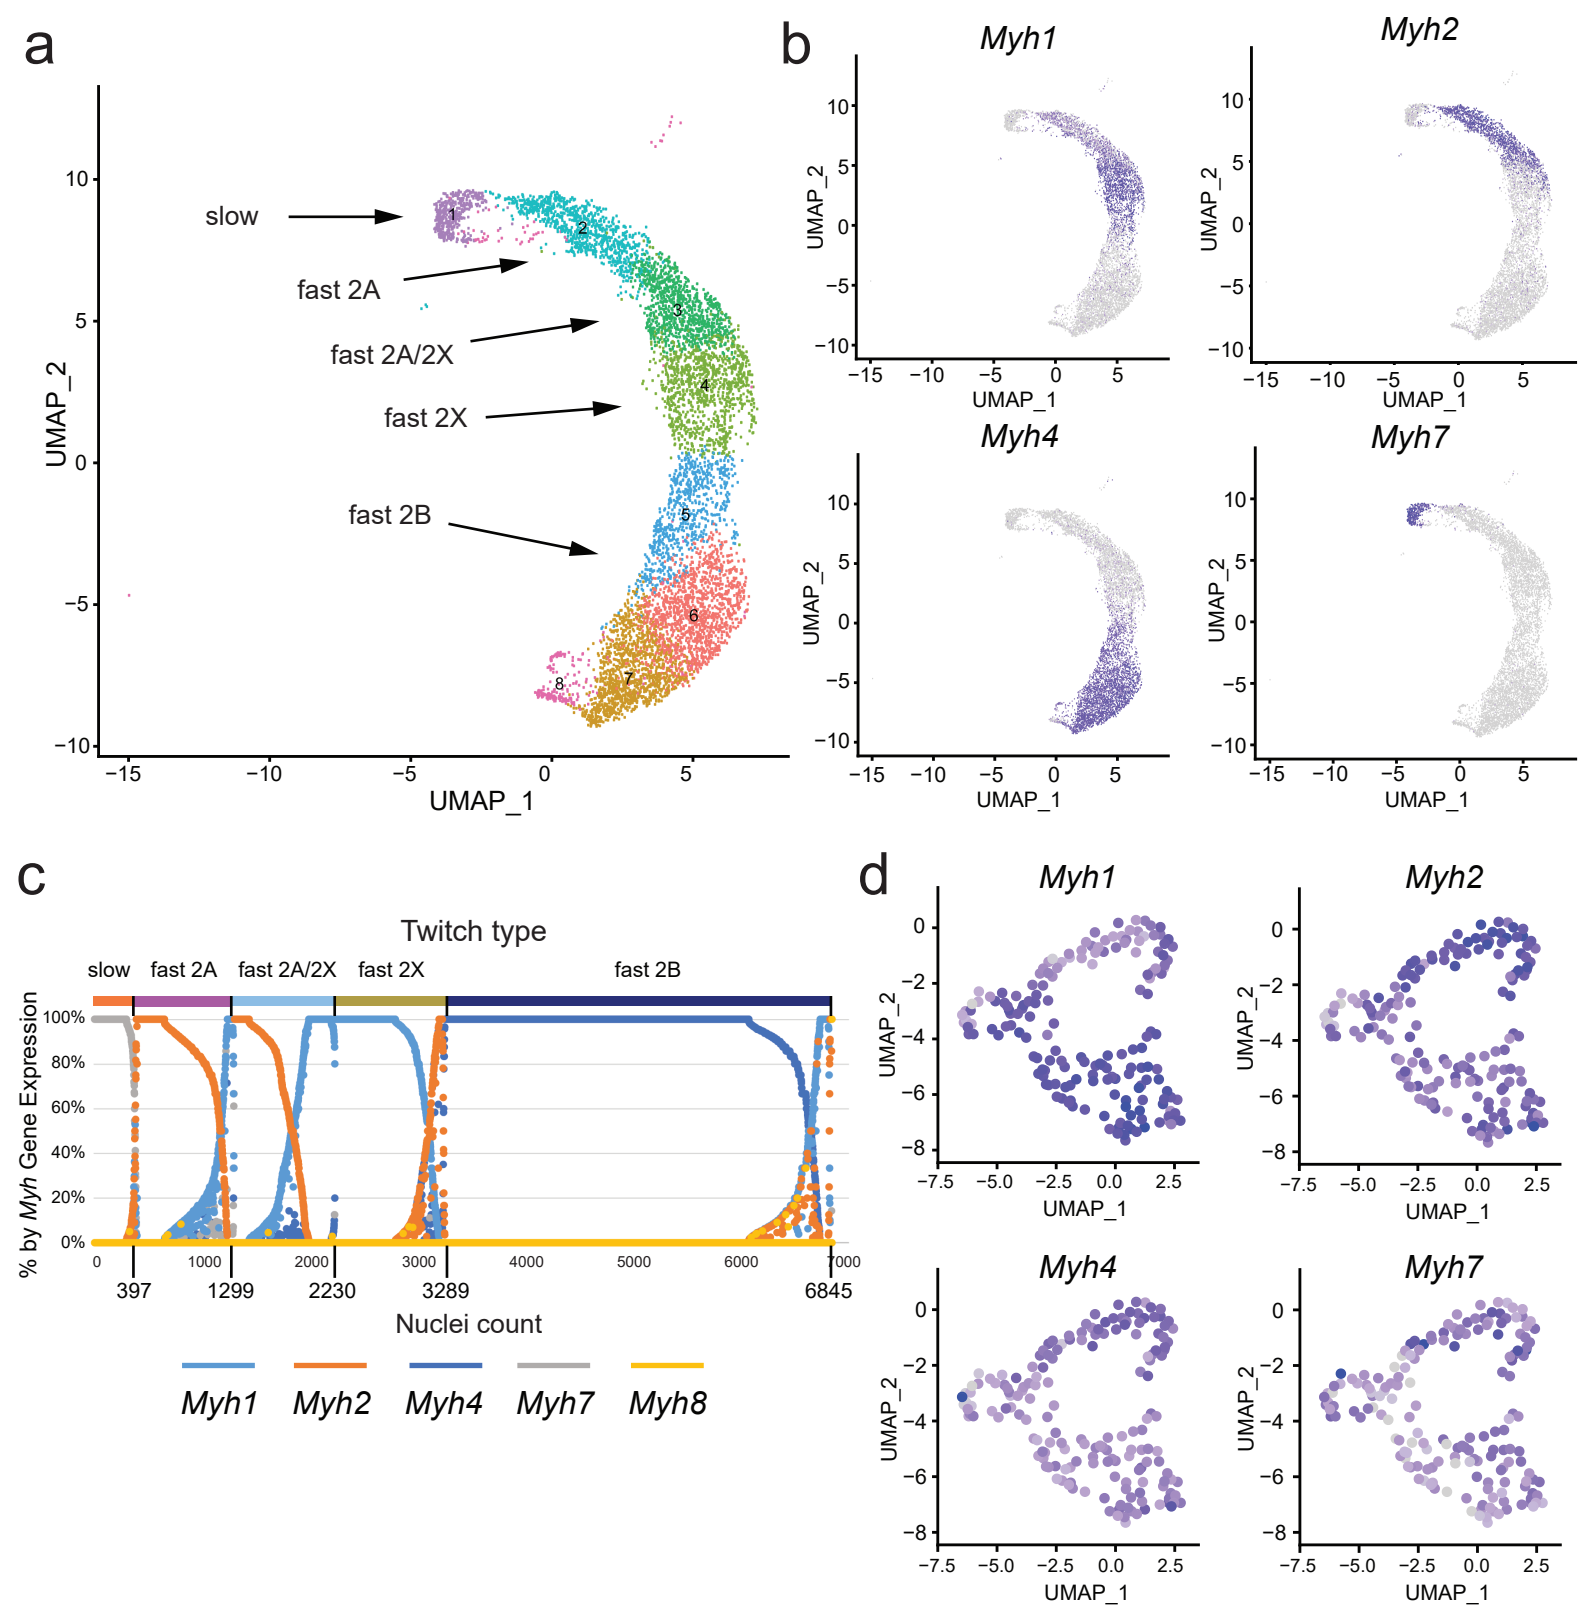

**Supplementary Figure S1.** Myofiber nuclei analysis. **(a)** A UMAP of all myofiber nuclei with fiber type noted. **(b)** Myosin heavy chain expression used to assign the myofiber types. **(c)** Myosin heavy chain expression and number of nuclei by twitch type demonstrating overlapping expression of Myh genes in some twitch types. **(d)** Myosin heavy chain expression from the whole scRNA-seq data, as a comparison.

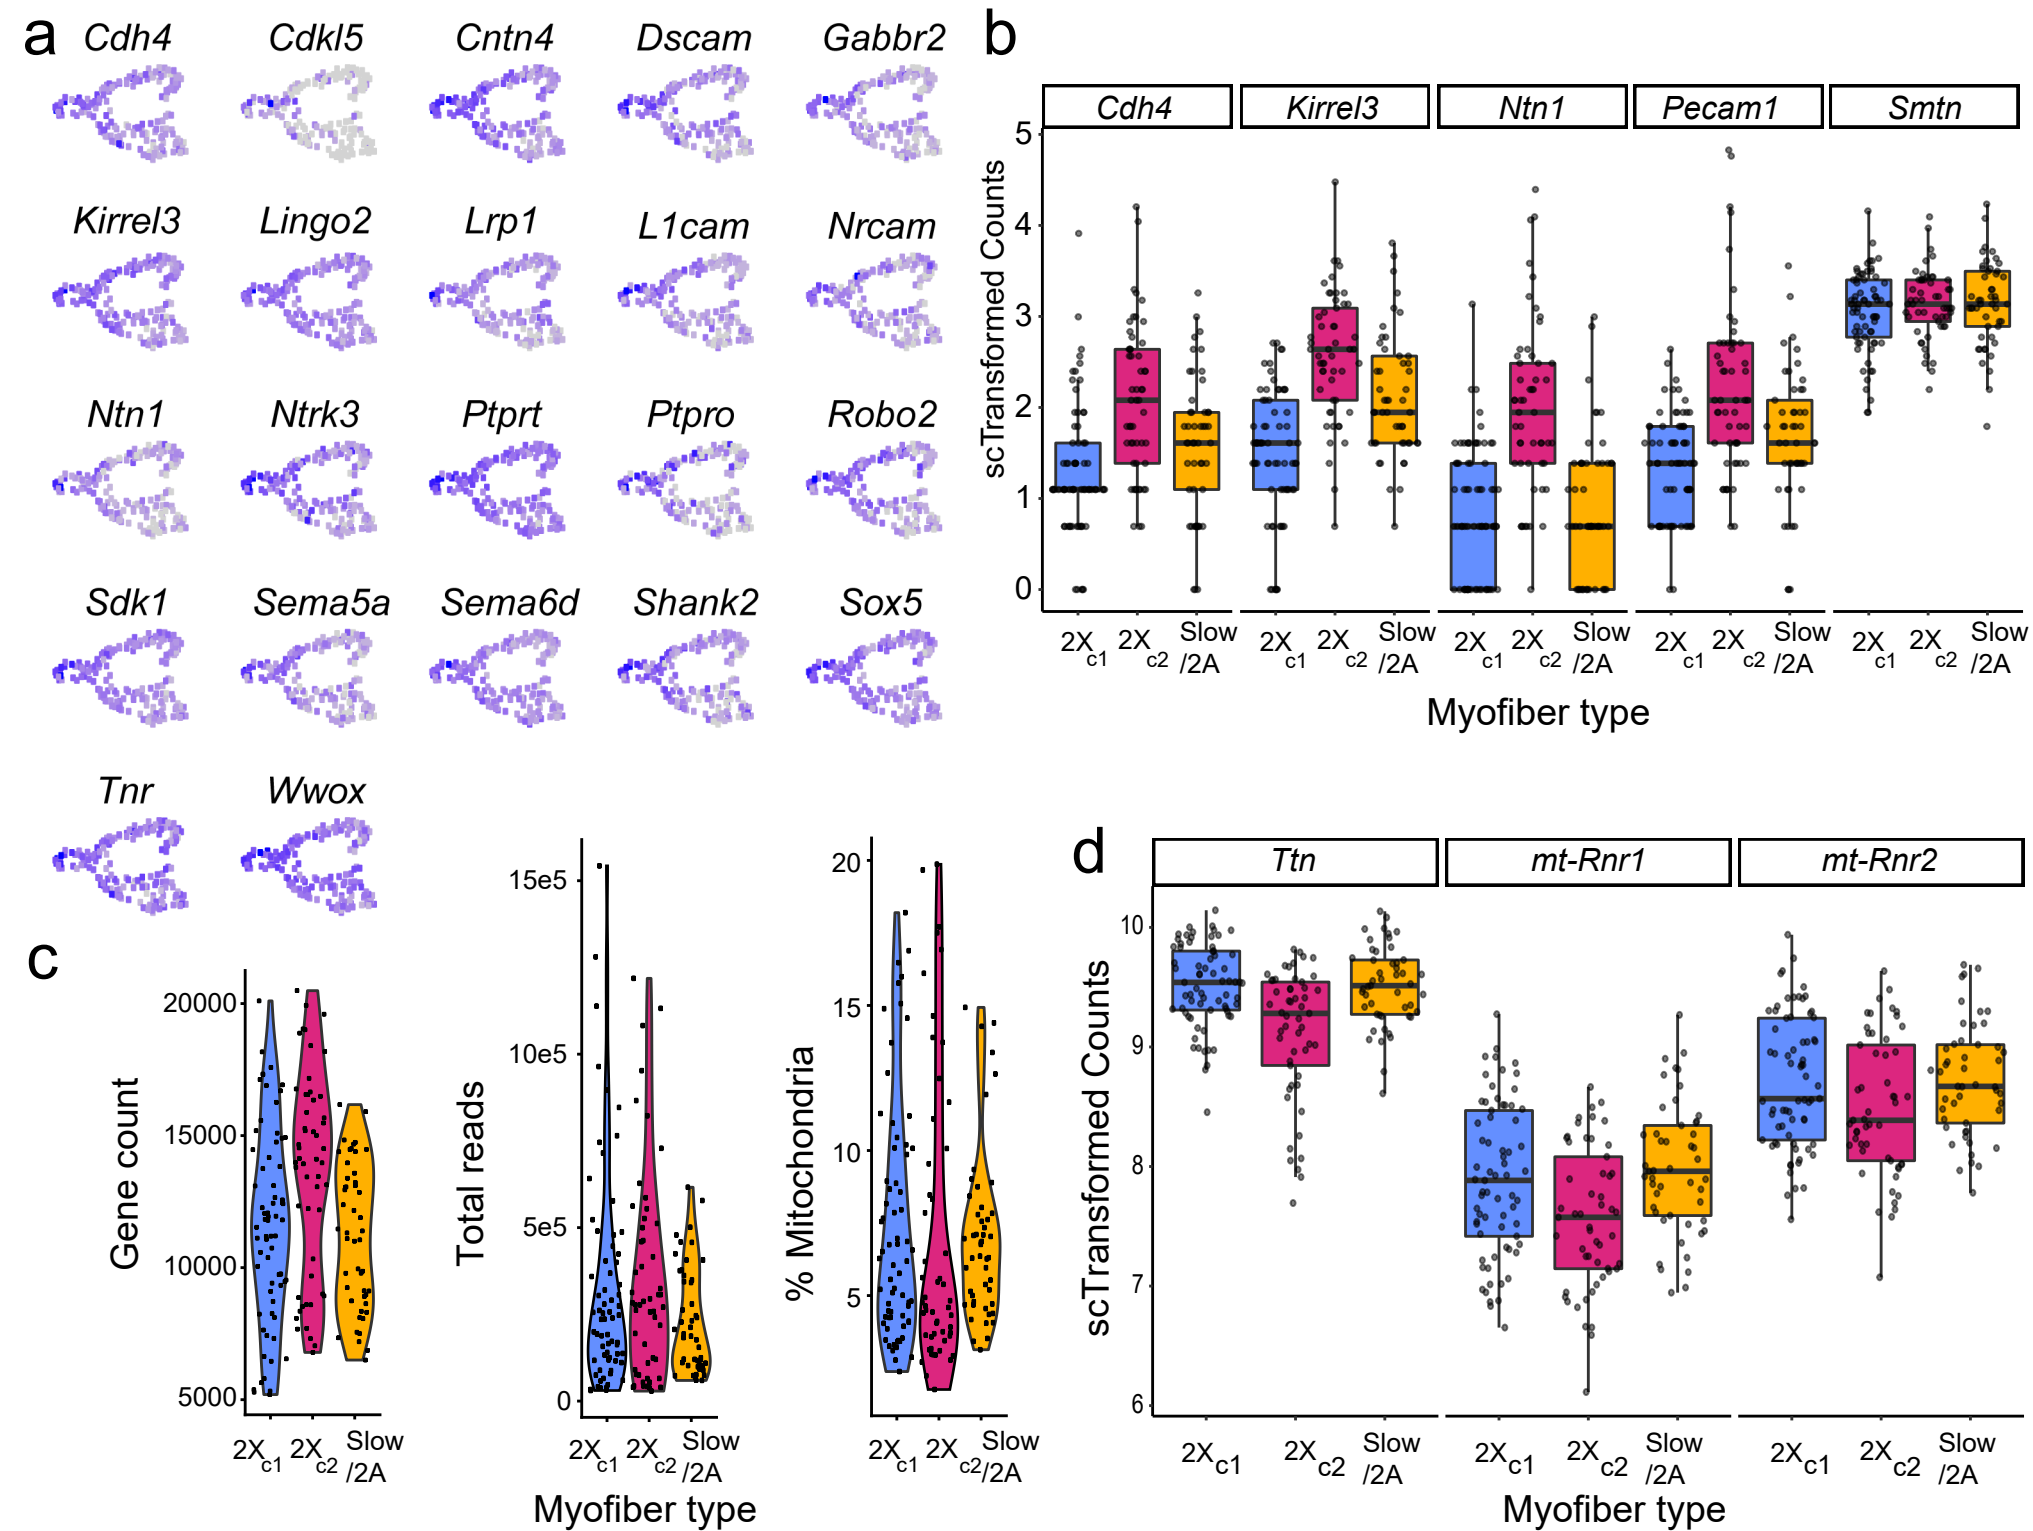

**Supplementary Figure S2.** Comparison of Fast 2Xc1 and Fast 2Xc2 subsets. **(a)** Twenty-two neuronal or NMJ-related genes are detected in most cells, but enriched in Fast 2Xc1 (middle left) cells. **(b)** Three neural genes (*Cdh4*, *Kirrel3*, *Ntn1*), an endothelial specific gene (*Pecam1*) and a smooth muscle cell gene (*Smtn*) are all increased in Fast 2Xc2 subsets suggesting overall increase of ambient RNA in these cells. **(c)** Total gene counts are elevated in Fast2Xc2 subsets despite no increase in total reads or % mitochondria. **(d)** Typically abundant genes, *Ttn*, *mt-Rnr1*, and *mt-Rnr2* are all of lower expression in Fast 2Xc2 cells.

How the deposited data were processed for this re-analysis (not part of the article)

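Single FDB myofibers, of 1 mouse by the deposited series description, were sequenced by mcSCRB-seq in 8 plates on 2 lanes. The authors mapped the reads to GRCm38 with Ensembl genes and spike-in sequences and deposited raw UMI counts per gene and cell, made with zUMIs, which uses STAR and featureCounts. How reads that map to several places were counted was not stated for these data beyond the default settings of zUMIs. Counts of similar genes such as the Myh family are uncertain to that extent. The deposited table holds 763 cells, 35163 genes and 10 lines that describe each cell, among them the plate, lane, reads, UMIs and whether it was a whole myofiber or a fragment. No filter on cells was applied before deposit as far as the paper's text states. In 26 gene names a symbol had been turned into a date by a spreadsheet, and these were left as they were. The deposited total of UMIs per cell exceeded the sum of the gene counts and spike-ins by a median of 572, or 2.33%, so totals were taken from the gene counts. Positions were taken from a GRCm38 annotation, in which 35103 of the 35163 names were found.

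Cells with more than 5000 genes and less than 20% of counts from the 27 mitochondrial genes were kept, as in the paper's methods. No doublet caller was run, since fibers were sorted singly into wells. The 171 cells kept had 28827 to 1542996 counts with a median of 239581. Spike-ins made up 0.0831% of their molecules. Clusters were rebuilt with R 4.3.3, Seurat 5.3.0 and sctransform 0.4.2 with its version 1 model, which stand in for the older Seurat of the paper. The resolution was the one nearest to 0.8 that gave 3 clusters, 0.7. Clusters were named fast 2X-like where summed Myh1 exceeded summed Myh2 and slow/fast 2A-like otherwise, in the main grouping and in each alternative. The other markers, written down before the data were examined, were then compared between the clusters of the main grouping. Fiber classes were set by the largest of Myh1, Myh2, Myh4, Myh7 and Myh8 in each cell. Cells in which the lesser of Myh1 and Myh2 was at least 20% of both were counted as having both.

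Other values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Counts were summed over the cells of a group and divided by the total, and ratios were taken on the log2 scale. Limits are exact 95% limits (Poisson, conditional binomial and Clopper-Pearson) and cover counting error only. With 1 mouse there are no replicates, so no p-value, standard error or number of changed genes was computed from cells. Correlations over the 8 plates have exact permutation p-values, two-sided, and describe these plates. Gene lists were set against 10000 random lists of genes matched on expression, or on expression and gene length. Thinning drew counts without replacement to the lowest total among the cells, and was repeated 10 times for the number of genes. The ratio and its limits were tested on simulated data with 8749 genes, 200 of them changed, at the summed totals of groups of the cells kept. Counts of each group were drawn once from a Poisson model around the pooled profile, so no spread between cells or plates was simulated. In this setting 100% of changed genes had the right direction and 92.5% of the true ratios lay inside the limits. The simulation therefore checks the limits for counting error only.

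The genes named in the text are those the paper names in its text and figures, the 5 genes with the highest summed CPM, and the 3 highest and 3 lowest ratios of fast 2A to fast 2X among genes with at least 500 counts other than the 5 Myh genes of the classes, all fixed before the data were examined. Genes outside that rule in the lists of abundant genes and among markers were named after their values were seen or because the marker list fixed them. Alternatives covered the filters, the clustering, the Myh classes, the weighting of cells, the total used for CPM, TMM factors and thinning. Values within plates and lanes were added after the data were seen. The RISH images, the nuc-seq data, the gene ontology searches and the TOF gate of each myofiber were not analysed here. Single values of some genes are not reported here.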

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

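The tests by fiber class, across plates and within plates were written down before their results were seen. The values for whole myofibers alone, for at least 100 Myh counts and for clusters made without the 22 genes within plates were chosen after.

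The 592 cells that did not pass the filters are not reported on by fiber class in the paper, yet 501 of them had at least 20 counts of the 5 Myh genes, enough to name the largest. Of these, 67 were slow or fast 2A (13.4%, 95% limits 10.5 to 16.7), compared with 53 of the 171 cells kept (31.0%, limits 24.2 to 38.5). The limits do not overlap. Among whole myofibers left out the share was 13.7%, and with a minimum of 100 Myh counts it was 12.1%, so neither the fragments nor the shallowest cells account for it. Fast 2B was the class of 14 of the 501 cells (2.79%, limits 1.54 to 4.64), against 1 of 171, with limits that overlap. A candidate explanation is that fast 2X fibers are lost more often in isolation, but the share of 13.4% is the observation itself and does not test it. Free RNA stays open as well: the cells left out had a median of 77 Myh counts, and molecules from the more numerous fast 2X fibers in their wells would move a poor cell toward fast 2X. No test here separates these, and no biological explanation was tested.

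The paper does not report on the library plate. On 2 of the 8 plates, 709 and 710, there were more cells of the smaller fast 2X-like cluster than of the larger, while plate 708 had 0 of them. If the plate shifts low-level genes, fast 2A cells of the same plate should shift too. Over the 8 plates the CPM of the 22 neuronal genes in fast 2A cells and in fast 2X cells had a Spearman rho of 0.76 (exact permutation p = 0.037, Benjamini-Hochberg adjusted 0.11 over 3 relations) and a Pearson r of 0.76 (exact permutation p = 0.028, adjusted 0.084). Without the 2 plates farthest from the median, r was 0.88. Neither p passes 0.05 after adjustment. The size of the relation leaves room for a part played by the library plate but cannot settle it. The fast 2A cells are not separate from the pattern, as 6 of them lay in cluster 2. On plate 710 a cluster 2 cell with 499910 counts was among the 2 fast 2A cells. The relation may therefore restate cluster membership in part. Within the 6 plates that hold at least 3 cells of each cluster the median log2 ratio was 98.5% of the pooled value. An effect shared by all wells of a plate cannot make a difference within that plate. On each of the 6 plates the median was above 0, from 0.62 to 1.60, with at least 19 of the genes higher. For these genes, this argues against the plate as the whole cause, and a part stays open. Clusters are defined by expression and the paper picked the genes in these cells, so the size of the ratio is fixed in part by construction. Clusters made without the 22 genes and the other genes compared gave 1.36 as the median over 5 plates, against 1.34 pooled. The same limit as to the genes holds. As 45 of the 48 cells of that cluster 2 were shared with the main one, this does not remove the circularity. The value on plate 712 was 0.62, the lowest. Which plate holds which fibers was not described further, so a difference between the fibers on the plates stays open. No biological explanation was tested.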

How the results depend on the processing

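The alternatives within lanes and plates, and the one on genes found in at least 3 barcodes, were chosen after the data were seen. The others were fixed before the data were examined. No paired analysis was possible because 1 mouse gives no replicates to pair. Cells of both fast 2X-like clusters were compared within plates, without a test.

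The number of cells kept stayed within 1.5 times 171 under all 6 alternatives, from 135 with a 10% mitochondrial maximum to 234. Median counts were 239689 with spike-ins and 239572 with genes in at least 3 barcodes. The numbers of fast 2X and fast 2A cells stayed within 1.5 times the main ones under all alternatives, whereas the slow class grew to 8 cells with Myh7 at least 10% of the sum, which follows from the wider definition. The share of cells with both Myh1 and Myh2 was 98.2% at a minimum of 10% and 31.6% at 30%, and stayed within its limits after thinning and within each lane. The number of clusters was 3 or 4 in all 14 alternatives, in which the resolution lay between 0.4 and 1.2. The wider search for a resolution gave from 1 cluster at 0.1 to 9 clusters at 2. The share of cells in fast 2X-like clusters was 100% with log-normalized counts, since summed Myh1 exceeded summed Myh2 in every cluster, and lay between 67.8% and 70.8% in the other alternatives. The cause of the difference for log-normalized counts was not tested. With the top 100 genes, 14 genes lay outside those shared.

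For the 22 neuronal genes, detection in at least 120 cells held for 1 gene after thinning and for 10 with at least 2 counts, as fewer molecules or a stricter rule must lower it. Their median log2 ratio between fast 2X-like clusters kept its direction under all alternatives. It was 1.82 for the mean of each cell CPM, 1.00 with TMM factors, 1.77 on lane 1, 1.28 on lane 2, 1.60 on plate 705, 1.50 on plate 706, 1.53 on plate 707, 1.13 on plate 709, 1.27 on plate 710 and 0.62 on plate 712. The cause of these differences was not tested. The difference in median genes detected was 886 after thinning, 717.5 on lane 1, 4369 on plate 709 and 3996 on plate 710.

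Results that changed sign were all within plates. The difference in median genes detected was -2939 on plate 706, where cluster 2 had a median of 65308 counts and cluster 1 of 255726, and after thinning it was 553 there. Ttn was 0.04 on plate 707 and 0.06 on plate 709, mt-Rnr1 was 0.01 on plate 706 and 0.26 on plate 707, and mt-Rnr2 was 0.12 on plate 706 and 0.07 on plate 707, against log2 ratios of -0.21, -0.45 and -0.30 over all plates. The cause was not tested for these genes. For mt-Rnr2 the mean of each cell CPM gave -0.01. Smtn, whose limits include 0, had both signs among its alternatives, from -0.50 on plate 705 to 0.16 on plate 710. Of 107 values for single genes under alternatives fixed beforehand, 59 stayed within counting limits and 48 moved beyond them with the same sign or, for Smtn, without a called sign. Of 64 added ones, 18 stayed, 40 moved and 6 changed sign. The tallies for Suppl. Table 2 and Suppl. Table 3 were complete under every alternative run, over 149 genes in place of 156 for the median of each cell CPM.

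The share of cells with a neuronal gene depends on depth.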

Differences from the paper's values

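The paper gives a median read count of 239,572 for the 171 cells, whereas the deposited reads have a median of 1623947. The summed UMI counts have a median of 239581. With genes found in at least 3 barcodes, a setting chosen after seeing the values, the median is 239572.

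The paper gives a median of 12,187 reads for the cells with low abundance, and the 592 cells left out have a median of 68815 reads and 16032 UMI counts. Taking only cells with too few genes, a choice made after seeing the values, the 481 such cells have a median of 49885 reads and 12105 UMI counts, so the number lies close to their counts and not to their reads. The 107 of them without a high mitochondrial share have 6778 reads and 2247 UMI counts. The paper also gives 12,187 as the transcripts per cell of the 171 cells. The median number of genes of the 171 cells is 12240, and it is 12187 with genes found in at least 3 barcodes, chosen after seeing the values.

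The paper counts 12 slow fibers, from cells with high to modest Myh7, and 2 cells have Myh7 as the largest Myh gene here. Dropping Myh8 or adding Myh3 also gives 2. With at least 10% Myh7, planned before the data were examined, 8 cells are slow, a value within 1.5 times the paper's.

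In Suppl. Table 2 the paper's natural log ratio is 1.21 for Tnni1, 1.77 for Tnnt1, 1.11 for Togaram2 and 0.405 for Fhl1, and the summed counts give 1.49, 2.44, 1.55 and 0.42. The errors compared are counting errors, and the paper's test took cells as replicates. The measures also differ, as the paper's workflow normalized with sctransform and the values here are ratios of CPM. No alternative took the ratio on sctransformed values, so whether the measure makes the difference was not tested. For Tnni1, Tnnt1 and Togaram2 no alternative reached the paper's value, and the closest were 1.36 with the mean of each cell CPM, 2.06 with rebuilt clusters and 1.44 with rebuilt clusters. For Fhl1, rebuilt clusters, planned before, and lane 1, added after seeing the data, came within the counting error of the paper's value, and the other alternatives did not. Direction was the same throughout.

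The paper states that Smtn was raised in the smaller fast 2X cluster to a degree like Pecam1. The log2 ratio of Smtn was 0.02, with limits of -0.08 to 0.11. It was above these limits on lane 1 (0.13) and plate 710 (0.16), values added after seeing the data, and under none of those fixed before the data were examined. The paper places the Myh4-dominant cell with the slow and fast 2A cells, and here it lay in fast 2X-like cluster 2. The legend of the supplementary figure file names the larger fast 2X cluster as the one rich in neuronal genes, while the text and the legend in the article name the smaller one, and here it was the smaller. The clusters were rebuilt, so names and members of clusters can differ from the paper's.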

Other observations

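The tests of other cell types were chosen after the result was seen, as were the lists matched to those markers, the groups of genes by length, the repeats of the thinning, the choice of scale, the thinned values within plates, the test with TMM factors as a part of the cause, the test of depth as the whole cause for the number of genes, and the split by class of the test of 2 fibers in 1 well. The other tests in this part were written down before their results.

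Genes of several other cell types were higher in the rebuilt fast 2X-like cluster 2. Of 27 markers with at least 20 counts, 26 were higher (96.3%), with a median log2 ratio of 1.75, although Smtn and Myf5 had limits that include 0. Low-level genes were higher in cluster 2 in general, at 78.4% of 17003. Pecam1 and Smtn were picked by the study from these cells. Random lists matched on expression and length had a median of 0.47, and the central 95% ended at 0.78. By type the median was 2.23 for smooth muscle, 2.03 for Schwann cell and nerve, 1.94 for fibroblast, 1.42 for endothelial, 1.17 for blood and 0.45 for satellite cell. Levels were low. Dcn was 59.0 against 11.7 CPM and Myh11 36.8 against 5.59 CPM, genes named after their values were seen. Smtn (94.2 CPM) did not differ between the clusters and is also found in the slow/fast 2A-like cluster at 99.2 CPM. As a hypothesis, the values may reflect RNA of other cell types in these wells. Whether it was ambient or came from cells attached to the fiber was not tested.

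Length goes with the difference in general. Over genes with at least 50 counts, the median log2 ratio of cluster 2 to cluster 1 was 0.03 for the shortest 3605 genes and 0.73 for the longest 3605. The median of the 22 neuronal genes lay at percentile 100 of the 10000 lists matched on expression and length, and such lists had a median of 0.91 against 1.41 for the 22 genes. The paper picked these genes for the difference in the same cells, which places them above random lists whatever the cause, so this decides nothing and length stays open. Long genes could be raised by unspliced RNA or by genomic DNA. The 1229 olfactory and vomeronasal receptor genes were taken as little used in muscle, an assumption that was not tested here. Their sum was 837 CPM in cluster 2 and 533 CPM in cluster 1, a log2 ratio of 0.65 (limits 0.62 to 0.69). This is neither near 0 nor near the ratio of the 22 genes, so genomic DNA stays open for part of the rise. Leaving Ttn and the mitochondrial genes out of the total gave 1.38, which argues against these few genes as the cause. TMM factors lower all ratios by 0.40 and gave 1.00, so a wider shift in composition stays open for part of the rise. No biological explanation was tested.

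The number of genes per cell differed by 2413 between the fast 2X-like clusters, and 37.1% of that difference (34.9% to 38.3% over 10 repeats) remained after thinning to 28827 counts. Genes saturate with depth, so a difference shrinks by thinning even when the clusters differ in make-up. On the ratio of the medians, 80.6% of the excess remained (75.8% to 83.3%). The scale was not fixed well enough in advance to say which applies, so how much of the difference is due to depth stays open. The ratio was computed first, from 1 thinning, and the difference was taken up after its result was seen. Depth cannot be the whole cause. At 28827 counts in every cell, cluster 2 had a median of 6424 genes (quartiles 6215.25 and 6764.5) and cluster 1 of 5538 (quartiles 5160 and 5851), 100% of cluster 2 cells lay above the cluster 1 median, and cluster 2 had more genes in all 10 repeats. Within plates, the thinned difference lay between 553 and 1464. No biological explanation was tested.

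Cells with both Myh1 and Myh2 had a median total of 0.622 times that of the other cells, but the classes went opposite ways. Among fast 2X cells the ratio was 0.536, which argues against 2 fibers in 1 well there, since these would have about the summed total. Among fast 2A cells it was 1.48 (35 cells with both and 16 others), between the values set for and against, so 2 fibers in 1 well stay open for that class. Carry-over of RNA between wells could raise the lesser gene in all cells, and the lesser share was never below 6.74%. The lesser share in cells with both was 1.81 times that in the others, but the 20% boundary that makes the groups fixes this value in part, so it decides nothing. Over the 8 plates the Myh2 share of the whole plate and that of its fast 2X cells had a Spearman rho of 0.47 (exact permutation p = 0.25, adjusted 0.37) and a Pearson r of 0.29 (exact permutation p = 0.47, adjusted 0.47, and 0.66 without 2 plates), which is too weak to decide and too high to exclude it. Reads shared by both genes could be split, as 14.7% of 66-base stretches of Myh2 occur in Myh1 (12.8% in the last bases). In fast 2X cells, where Myh2 is the lesser gene, the stretches of Myh1 that occur in Myh2 matter, 14.0% in all and 5.89% in the last bases. The median lesser share was 23.9% over all cells and 22.1% in fast 2X cells. The shared stretches lie below these, but not under 20% of them, so a part stays open. No biological explanation was tested.

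Whether a difference in depth plays a part in the directions of fast 2A against fast 2X was not decided. With equal weight for each cell 100% of the listed genes kept their direction, but the paper chose these genes in the same cells and equal weight does not make depth equal. Another relation over plates, between neuronal CPM in cells left out and in fast 2X cells, had a Spearman rho of 0.31 (exact permutation p = 0.46, adjusted 0.46), a Pearson r of 0.43 (exact permutation p = 0.28, adjusted 0.42) and 0.22 without 2 plates, and shows no clear link. Sex-linked genes had the counts of a male mouse, with 6605 counts of 4 Y genes in 171 cells and 16 counts of Xist in 14 cells.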
